A study of Solenopsis invicta with 3 samples. Its data were reported in "Has gene expression neofunctionalization in the fire ant antennae contributed to queen discrimination behavior?" (2019).

How the data were processed

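Antennae of fire ant (Solenopsis invicta) workers were taken from 3 worker classes. P_Bb workers were polygyne (from colonies with several queens) and heterozygous SB/Sb for the social supergene, P_BB workers were polygyne and SB/SB, and M_BB workers were monogyne (from colonies with a single queen) and SB/SB. Per the labels, RNA of several colonies was pooled within each class, polyA RNA was selected, and a single library per class was amplified with a SMARTer stranded kit and sequenced as paired ends on an Illumina HiSeq. The labels name the same colonies for the P_Bb and P_BB pools and other colonies for the M_BB pool, so colony origin and social form could not be separated.

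The authors mapped quality-controlled reads with Bowtie onto a transcript set that joined the official gene set, added antennal transcripts and odorant receptor sequences, and estimated expression with RSEM. The deposited tables hold expected counts, which RSEM assigns by likelihood where a read fits several transcripts, so they need not be whole. The authors also deposited posterior mean counts, a second estimate of the expected count that averages over the possible assignments, and its posterior standard deviation (SD). Deposited TPM values were scaled within each library to a common total, computed by RSEM from effective length. The authors' deposited table of EBSeq results gives, for each gene, posterior probabilities of 5 expression patterns over 3 conditions named only C1 to C3. The settings recorded with the files gave both read strands equal probability, so antisense reads of this stranded library were counted with sense reads, and overlapping genes on opposite strands are uncertain.

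The tables listed 19703 genes, of which 15589 had official gene set IDs, 3641 had XLOC IDs and 473 had IDs beginning with SiOR. The files did not pair these IDs with gene symbols, and 0 of them occurred in the gene table of the UNIL_Sinv_3.0 assembly. Only the names that the study's text gives were used. The deposited transcript models numbered their loci differently: 1 of 4351 XLOC transcripts of the count tables carried the same gene and transcript ID there, so no coordinates are given. Gp-9 was not analysed here.

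Expected counts were divided by size factors, the 75th percentile over the 14847 genes with a count in at least 1 library divided by the geometric mean of the 3 percentiles, as in the upper-quartile scaling of EBSeq. The size factors were 0.841 for P_Bb, 1.12 for P_BB and 1.07 for M_BB. Genes with a mean normalized count of at least 10 were compared on the log2 scale with a pseudocount of 0.5, which understates the change of low genes. A gene was called apart in a library when that library differed at least 2-fold and in the same direction from both others and those were less than 2-fold apart. The P_BB pattern follows neither genotype nor social form and served as the internal reference. With 1 library per class the differences had no replicate check, and no p-value was computed across genes. The numbers that counting error alone would give were taken from 1000 sets of Poisson counts drawn from each gene's pooled mean and the size factors. The draws were repeated with the size factors of each other count scaling and at a minimum mean count of 1.

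Gene lists were set against 10000 random lists of the same size, drawn without the list's genes from 20 bins of mean expression. The percentiles describe these libraries and are not tests of conditions. The study's lists of genes by genotype and by social form were chosen by the study on other libraries. Their RNA came at least in part from the same workers, so the lists give no independent evidence. The ratio of P_Bb to the SB/SB libraries for SiOBP12 and SiOR463 was given with an exact conditional (Clopper-Pearson) 95% interval on rounded counts, and a two-sided Fisher's exact test on rounded counts compared libraries, not conditions. A fold against libraries at or under a floor of 3 counts was computed against that floor and is a lower bound. Log2 ratios of single genes carry a 95% interval from the Poisson variance of both counts. Shares of a library's counts carry Wilson 95% intervals, and medians carry 95% binomial order-statistic intervals. Reads carried no molecular identifiers, so intervals and floors cover counting error only.

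Genes were named by a rule set before the data were examined. It took the genes that the study's text names. For each pattern and direction it also took the 3 genes with the largest smaller log2 ratio. These were chosen among genes with a mean normalized count of at least 50, and the first is printed. SINVm1_gene_13984 and SINVm1_gene_05176 were named as supergene genes of the study's list. Other choices set before the data were examined were size factors from the median of ratios and from TMM in edgeR (on rounded expected counts), total-count scaling, deposited TPM, minimum mean counts of 1 and 100, a pseudocount of 5, a 4-fold threshold, a counting-error interval that excludes 0, and a stricter EBSeq threshold of 0.01. Added after the data were seen were posterior mean counts, log2 values centred within 20 bins of gene length, and genes whose posterior SD was under 0.3 of the counting SD (the square root of the count) in each library. The limit tried first was the counting SD itself. It removed few receptor genes, and the limit of 0.3 was chosen after its result was seen; both are given. The Poisson draws and the rule for genes at 0 counts were also added after the data were seen. The pattern rule was tested on simulated data with 200 genes changed 4-fold or 8-fold in each library in turn. It recovered 181 to 191 of the 200 changed genes, 0 in the wrong direction, and called 19 to 63 unchanged genes. Changes near the 2-fold threshold were not simulated, and the noise was Poisson only, so recovery there was not tested. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, figures used matplotlib 3.10.9, and TMM used edgeR 4.0.16 in R 4.3.3.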

Results

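Gene expression was measured in the antennae of 3 classes of fire ant workers, with 1 pooled RNA library per class. The classes separate the social supergene genotype (P_Bb against both SB/SB classes) from the social form of the colony (M_BB against both polygyne classes). The summed expected counts were 1310209 in P_Bb, 1800106 in P_BB and 1453234 in M_BB, and counts above 0 were found for 13011, 13507 and 13482 genes, respectively. No class had a replicate, so each difference below is a difference between libraries with no replicate check. The 2 most abundant genes together took 10.2% of the counts in P_Bb (Wilson 95% interval 10.1 to 10.2), 12.2% in P_BB (12.2 to 12.3) and 6.03% in M_BB (5.996 to 6.073). A mean normalized count of at least 10 was reached by 8393 genes.

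To ask which genes followed genotype, genes were counted that differed at least 2-fold and in the same direction between P_Bb and both SB/SB libraries, while the SB/SB libraries were less than 2-fold apart. There were 90 such genes, 35 higher and 55 lower in P_Bb. Counting error alone gave a mean of 47.6 genes in 1000 Poisson draws and at most 69. The genes higher in P_Bb exceeded each draw, where the most was 20, whereas the 55 lower genes did not exceed the highest draw of 61. The 55 lay above the central 95% of the draws for lower genes, which was 26 to 49. With size factors from the median of ratios, 62 genes were lower and the highest draw was 56. The number was 643 at a minimum mean count of 1, 2 at a minimum of 100 and 9 at a 4-fold threshold. Among these genes with a mean normalized count of at least 50, 1 gene was higher and 1 was lower. The draws gave a mean of 0.049 such genes, and their highest number was also 2. The higher gene was XLOC_023347, with normalized counts of 259 in P_Bb, 93.2 in P_BB and 57.2 in M_BB. Its log2 ratio was 1.47 against P_BB (95% counting-error interval 1.14 to 1.81) and 2.17 against M_BB (1.76 to 2.58). The lower gene was XLOC_034101, with 54.9 normalized counts in P_Bb, 119 in P_BB and 131 in M_BB.

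The same rule applied to social form gave 115 genes with M_BB apart from both polygyne libraries, 43 higher and 72 lower in M_BB. Counting error gave a mean of 29.3 genes and at most 47. Both directions exceeded the highest draws, which were 17 genes higher and 38 genes lower, at this scaling. The split between directions depended on the scaling: with total counts, 125 genes were higher and 41 lower in M_BB. Of the 115 genes, 18 had a mean normalized count of at least 50, while the draws had a mean of 0.01 and a maximum of 1. The first gene by rule among the higher ones was SINVm1_gene_00026, with 27.6 normalized counts in P_Bb, 29.3 in P_BB and 128 in M_BB. The first among the lower ones was XLOC_003265, with 186 normalized counts in P_Bb, 172 in P_BB and 45.0 in M_BB.

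The split that follows neither factor, with P_BB apart, held 50 genes, 8 higher and 42 lower in P_BB. That was 1 more than the highest of the draws, which had a mean of 29.0 and a maximum of 49. With size factors from the median of ratios the number was 43 and the highest draw 47, and with TMM they were 42 and 49, whereas with total counts they were 66 and 44. An excess over counting error thus depended on the scaling for P_BB. A single gene of this pattern had a mean normalized count of at least 50, no more than the highest draw of 1 (mean of the draws 0.006). It was SINVm1_gene_08435, with 65.4 normalized counts in P_Bb, 32.3 in P_BB and 77.8 in M_BB. The number of genes with P_BB apart thus lay below the numbers for genotype and social form at the same settings.

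**Figure D1:**
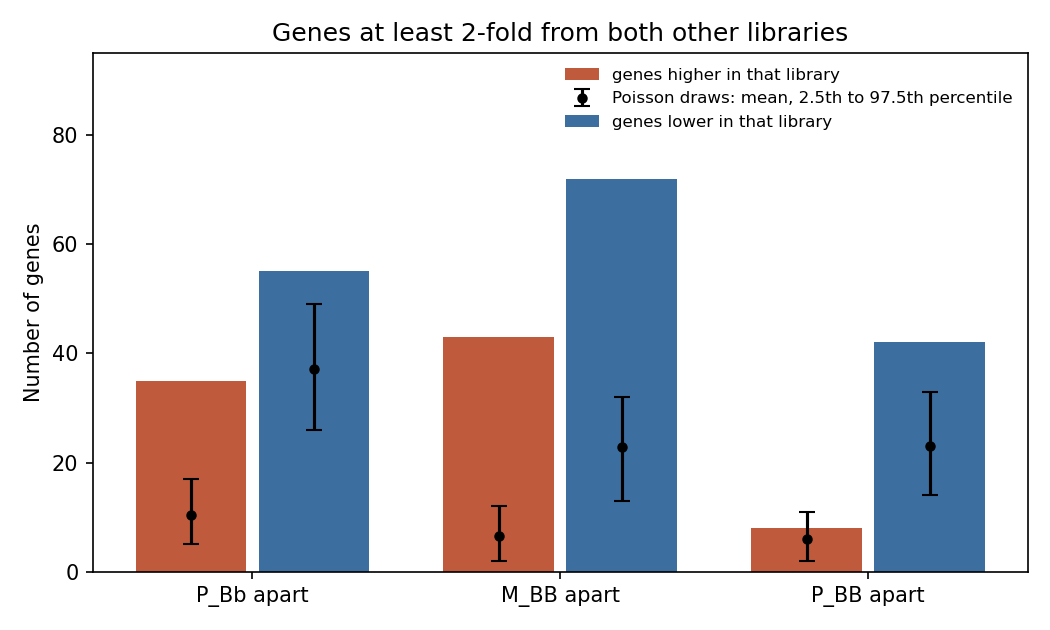
Number of genes (y axis) at least 2-fold from both other libraries, for each library apart (x axis), with bars for genes higher and lower in that library. Points and whiskers give the mean and the central 95% of 1000 Poisson draws with no difference; the bars for M_BB reach 43 and 72 genes, and the 8 genes higher in P_BB lie within the whisker.

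Between pairs of libraries, 241 genes differed at least 2-fold between P_Bb and P_BB, 121 higher and 120 lower in P_Bb. Between M_BB and P_BB the number was 332, with 185 higher and 147 lower in M_BB. Between P_Bb and M_BB, which differ in genotype and in social form, it was 445, with 221 higher and 224 lower in P_Bb. Counting error alone gave at most 208, 164 and 210 genes for these pairs. The SD of the log2 ratio over genes was 0.41, 0.47 and 0.52, and the SD from counting error was 0.36, 0.34 and 0.36. The polygyne libraries, whose pools came from the same colonies, were thus the closest pair.

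The study had listed genes by genotype and by social form from other libraries. Their RNA came at least in part from the same workers, so agreement here is not independent evidence. Of its 36 genotype genes, 25 reached the minimum mean count. For 22 of these (88%, Wilson 95% interval 70.0 to 95.8) P_Bb lay on the stated side of both SB/SB libraries. Random lists matched on expression had a median of 32%, and 0 of 10000 reached the observed share. Of the 43 social form genes, 38 reached the minimum, and M_BB lay on the stated side of both polygyne libraries for 34 (89.5%, 75.9 to 95.8). The random lists had a median of 39.5%, and 0 of 10000 reached that share. With a mean normalized count of at least 100 the shares were 100% of 3 and 15 genes. Total-count scaling lowered the social form share to 78.9% (30 of 38 genes) and TPM lowered it to 84.2%, while the genotype share was 88% under each scaling.

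**Figure D2:**
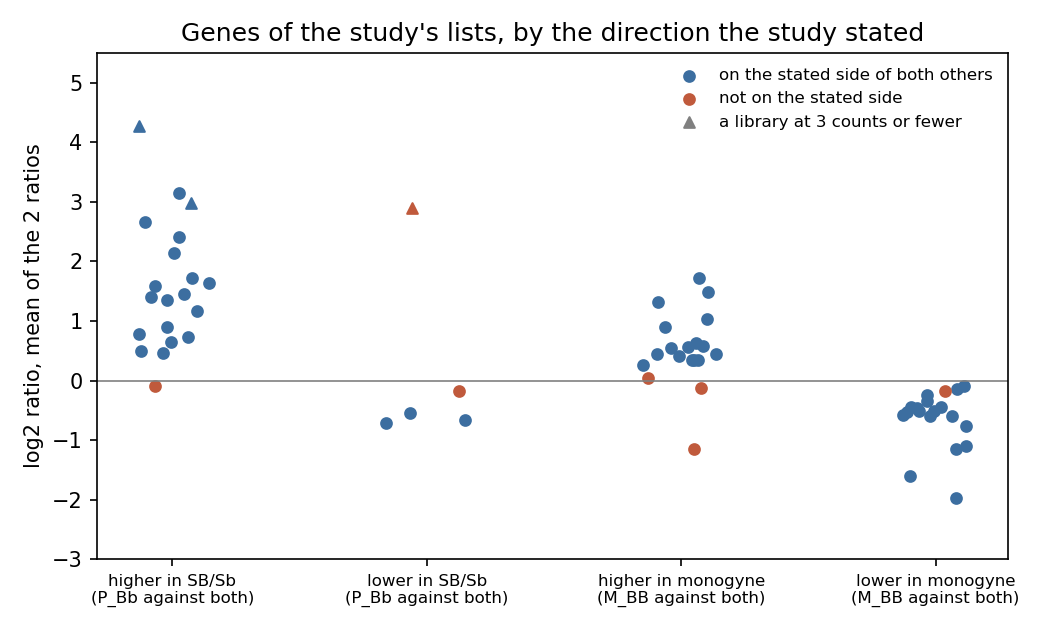
Log2 ratio (y axis) of P_Bb or M_BB to the other libraries, averaged over the 2 ratios, for the 25 genotype and 38 social form genes of the study's lists, grouped by the direction the study stated (x axis). Each point is a gene, triangles mark genes with a library at 3 counts or fewer, whose ratio depends on the pseudocount, and 56 of the 63 genes lay on the stated side of both other libraries.

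SiOBP12 (SINVm1_gene_02111), an odorant-binding protein gene in the supergene, had 19 counts in P_Bb, 1 in P_BB and 1 in M_BB. Since both SB/SB libraries were under the floor of 3 counts, it was at least 8.03-fold higher in P_Bb than that floor if the P_Bb count is taken as exact. With counting error in each library, the exact 95% interval of the ratio was 5.95 to 218. Fisher's exact test, which compares the libraries and not the conditions, gave p = 8.8e-07 against P_BB and p = 1.0e-05 against M_BB (two-sided, 2 comparisons not adjusted). Its mean normalized count was 8.15, so it was outside the counts of genes above. Total-count scaling moved the log2 bound most, from 3.01 to 2.81. SiOR463 (XLOC_016888), an odorant receptor gene in the supergene, had 12 counts in P_Bb, 24.0 in P_BB and 12.9 in M_BB. The log2 ratio of P_Bb to the mean of the SB/SB libraries was -0.23, with an exact 95% interval of -1.32 to 0.72. A difference in SiOR463 was not detectable at this depth: the interval held both 0 and -1. Fisher's exact test gave p = 0.315 against P_BB and p = 1 against M_BB. The neighbouring receptor genes were at or under the floor in each library: SiOR462 (SINVm1_gene_13698) had 2 counts in P_BB and 0 in the others, and SiOR163 had 1 count in P_Bb and 0 in the others. A separate ID spelled SiOR462, named after its values were seen, had 1 count in P_Bb, 2.31 in P_BB and 0 in M_BB, and whether it is the same receptor is not known.

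Of the 7 supergene genes in the study's list, P_Bb lay on the stated side of both SB/SB libraries for 5. The exceptions were SiOR463 and SINVm1_gene_13984, which had 17.8 normalized counts in P_Bb, 21.5 in P_BB and 16.9 in M_BB. SINVm1_gene_05326 had 65.4 normalized counts in P_Bb, 32.3 in P_BB and 19.7 in M_BB, and SINVm1_gene_05176 had 74.9, 42.1 and 47.8. The remaining genes were low: SINVm1_gene_05175 had 7 counts in P_Bb, 0 in P_BB and 1 in M_BB, and SINVm1_gene_05144 had 13, 2 and 3. SINVm1_gene_00166, named in the text of the study, had 32 counts in P_Bb, 6 in P_BB and 3 in M_BB. Its log2 ratio of P_Bb to P_BB was 2.71 (95% counting-error interval 1.50 to 3.93).

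In the authors' deposited table, 82 genes had a posterior probability of equal expression of 0.05 or less. The authors' deposited table does not name its conditions, so each pattern was read from the library farthest from the others in the counts. Of 17 genes in the pattern with C3 apart, P_Bb was the farthest library for 16, of 6 with C2 apart P_BB was for 6, and of 58 with C1 apart M_BB was for 57. A single gene was in the pattern with each condition different. On that reading, in the authors' deposited table, P_Bb was higher for 14 of its 17 genes and lower for 3, P_BB was higher for 6 of 6, and M_BB was higher for 27 and lower for 31 of 58. Of the 6 P_BB calls, 4 reached the minimum mean count. SINVm1_gene_00897, a P_BB call named after its values were seen, had expected counts of 0 in P_Bb, 21.95 in P_BB and 0 in M_BB. Its posterior means were 12.98, 30.07 and 16.06, so its absence from P_Bb and M_BB cannot be read from the expected counts. The 2-fold rule shared 9 genes with the P_Bb calls, 30 with the M_BB calls and 0 with the P_BB calls. Of the 81 genes of the study's list, 18 were among the calls in the authors' deposited table, 13 of them in the same pattern. Of the 36 genotype genes, 11 were called, 9 of them in the same pattern. Of the 43 social form genes, 5 were called, 4 of them in the same pattern. At a threshold of 0.01, the calls in the authors' deposited table numbered 55. SiOBP12 was called in the P_Bb pattern there, and for SiOR463 the posterior probability of equal expression was 0.985.

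The odorant receptor genes were compared as a family to ask whether the libraries differed in antennal receptor expression. Of 473 genes with IDs beginning with SiOR, 177 reached the minimum mean count. Their median log2 ratio was 0.06 for P_Bb against P_BB (95% interval -0.03 to 0.14), at the 83.3 percentile of random lists matched on expression. For M_BB against P_BB the median was -0.14 (-0.25 to -0.03), and 1 of 10000 random lists was as low. For P_Bb against M_BB it was 0.16 (0.06 to 0.25), and 0 of 10000 random lists were as high. Total-count scaling reversed the medians that involve M_BB, to 0.10 and -0.03, and it moved the median of all genes for M_BB against P_BB from -0.02 to 0.22. Relative to the median of all genes, the receptor median for M_BB against P_BB was -0.12 under either scaling. For each pair, 0 of the 177 receptor genes had a library at or under the floor of 3 counts, so no median rested on a bound. The receptor genes took 0.379% of the counts in P_Bb (Wilson 95% interval 0.369 to 0.390), 0.356% in P_BB (0.347 to 0.365) and 0.400% in M_BB (0.390 to 0.410).

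**Figure D3:**
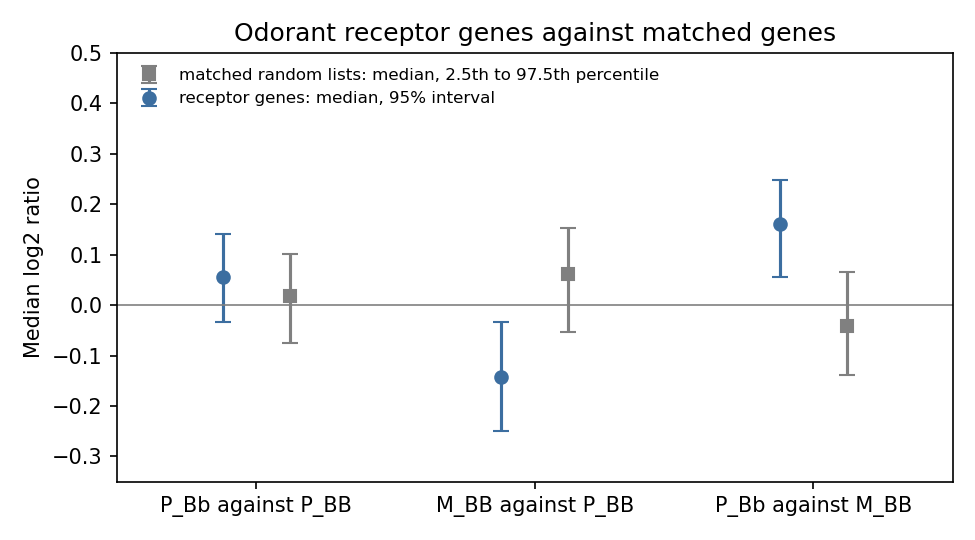
Median log2 ratio (y axis) of 177 odorant receptor genes for each pair of libraries (x axis), as circles with 95% order-statistic intervals. Squares give the median and the central 95% of 10000 random lists matched on mean expression; for M_BB against P_BB the receptor median of -0.14 lies below that range under upper-quartile scaling, and total-count scaling reversed its sign to 0.10.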

Values the study reported

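From other libraries, made separately for each bioreplicate, the study reported 81 differentially expressed genes. Of these, 36 differed by supergene genotype, 31 of them with higher expression in P_Bb. A further 43 differed by social form, 21 of them higher and 22 lower in monogyne workers. For SiOBP12 the study gave about 24-fold higher expression in the antennae of SB/Sb than of SB/SB workers. It attributed this expression to a duplicate of the gene found only in Sb, and not to the SB or Sb allele of SiOBP12 itself. It also found the increase by qRT-PCR on other antennal samples. The SiOBP12 counts given above were not separated by copy.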

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

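The test here was chosen after the result was seen. The posterior mean counts, used otherwise only as an alternative to the expected counts, held a signal where the expected counts gave 0. In 31 pairs of a gene and a library, out of 19109 pairs with an expected count of 0, the posterior mean was above 3 counts, the limit that a count of 0 allows. These pairs belonged to 19 genes, with 11 pairs in P_Bb, 8 in P_BB and 12 in M_BB. Posterior means average over the possible assignments of reads, so by construction such a gap reflects reads that fit several transcripts. From which transcript those reads came stays open. Among genes at 0 counts in a library and at 15 or more normalized counts in another, each of the 5 genes with a posterior SD above 0 had a posterior mean above 3 counts where the expected count was 0. A posterior SD above 0 already requires a posterior mean above 0, so this restates the observation and decides nothing. The 2 others, SINVm1_gene_00321 and XLOC_003527, had a posterior SD of 0 in each library, which fixes the posterior mean at the expected count. That 0 of these 2 had such a posterior mean therefore tests nothing, and shared reads were not tested for them. XLOC_034528 was the clearest case on the study's list, where it stood as lower in SB/Sb. Its expected counts were 26.4 in P_Bb, 40.2 in P_BB and 0 in M_BB, and its posterior means were 72.1, 66.7 and 32.4 with posterior SDs of 44.4, 38.3 and 32.8. SINVm1_gene_10898 had expected counts of 93.0, 41.8 and 0 and posterior means of 78.7, 55.7 and 36.6. Both genes were named after their values were seen. Neither gene's absence from M_BB can be read from its expected count of 0. SINVm1_gene_00321 had 16 counts in P_Bb, 3 in P_BB and 0 in M_BB, so both SB/SB libraries were at or under the floor of 3 counts and its 0 in M_BB is no sign of a difference by social form. XLOC_003527 had 15, 7 and 0 counts, and a difference by social form or by colony stays open for it and was not tested.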

How the results depend on the processing

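Under the other scalings (median of ratios, TMM, total counts and TPM), the 6 numbers of genes stayed within 1.5 times their values. The split between directions moved with total counts and TPM. Genes with M_BB apart went from 43 higher and 72 lower to 125 and 41 with total counts and to 72 and 51 with TPM. Genes with P_BB apart went from 8 and 42 to 0 and 66, and to 3 and 57. For M_BB against P_BB the split went from 185 and 147 to 385 and 64, and to 285 and 99, and for P_Bb against M_BB from 221 and 224 to 122 and 400, and to 178 and 283. Those scalings moved the median log2 ratio of all genes for M_BB against P_BB to 0.22 and 0.13, which by construction shifts the split. The receptor medians changed sign with them, to 0.10 (total counts) and 7.9e-04 (TPM) for M_BB against P_BB and to -0.030 (total counts) for P_Bb against M_BB, while relative to all genes the first stayed at -0.12.

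The numbers of genes depended most on the minimum mean count and on the threshold. In the order genotype, social form, P_BB apart, P_Bb against P_BB, M_BB against P_BB and P_Bb against M_BB, they were 643, 596, 522, 1932, 1888 and 2112 at a minimum of 1, and 2, 13, 0, 5, 23 and 28 at a minimum of 100. With a pseudocount of 5 they were 35, 60, 8, 83, 138 and 214, and at a 4-fold threshold 9, 7, 0, 12, 17 and 29. With a counting-error interval that excluded 0, the genotype number fell to 56 and that of P_BB apart to 22, whereas the others stayed within 1.5 times. A wider or narrower gene set, a larger pseudocount and a stricter rule change these numbers by construction. At a minimum of 1 the Poisson draws, repeated there after the numbers were seen, gave means of 550, 414 and 446 genes for the 3 patterns and at most 626, 494 and 514. Counting error alone thus gave more genes than the excess over it in each pattern, although 0 of 1000 draws reached them. At a minimum of 100 both study lists had 100% of their genes on the stated side, and only 2 receptor genes were left, with medians of -0.0091, -0.026 and 0.017 for the pairs in the order above. The ratio of SiOR463 and the bound for SiOBP12 stayed within their intervals under each scaling. A pseudocount of 5 gives no value for the SiOBP12 bound, which uses none.

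The 39 values under the alternatives added after the data were seen (posterior mean counts, centring by gene length, and genes with few shared reads at either limit) stayed within 1.5 times for numbers of genes and within the 95% intervals for shares, ratios and medians. No paired analysis was possible because each class had a single library.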

Other observations

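The tests of counting error, gene length, shared reads and zero counts were chosen after the results were seen.

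Counting error alone did not give as many genes apart in P_Bb and M_BB as observed: the highest numbers in 1000 draws were 69 and 47, against 90 and 115, and with size factors from the median of ratios, TMM and total counts 0 draws reached the observed numbers. Library preparation and colony differences stay open and were not tested. For P_BB the highest draw was 49 against 50 observed, but 9 draws reached the 43 genes seen with the median of ratios and 13 reached the 42 seen with TMM, while 0 reached the 66 seen with total counts. Whether the P_BB genes exceed counting error cannot be told apart from the choice of scaling. The genes lower in each library were as dependent on it. The highest draws were 61 lower genes for P_Bb, 38 for M_BB and 39 for P_BB, against 55, 72 and 42, whereas with total counts they were 64, 48 and 37 against 66, 41 and 66. A preponderance of lower genes arises in the draws too, where 77.8% or more of the genes were lower in each pattern. The observed shares were 61.1% in P_Bb, 62.6% in M_BB and 84.0% in P_BB, so the direction of the split was not read as a result.

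M_BB had more genes apart than either polygyne library at the minimum mean count of 10 and the 2-fold threshold. The order reversed at a minimum of 1, with 643 genes apart in P_Bb and 596 in M_BB, and at a 4-fold threshold, with 9 and 7. At the minimum of 1, counting error alone also gave more genes in P_Bb, with draw means of 550 against 414 in M_BB. The raw numbers there thus do not rank the libraries by their excess over counting error. Size factors were excluded as the whole cause, since under the other scalings M_BB led the next library by at least 17 genes. Gene length was excluded in the same way, with 117 genes apart in M_BB after centring by length, and so were shared reads, with 105 genes apart in M_BB among genes with few of them. The looser limit tried first gave 112, and the stricter was chosen after that was seen. GC content was not tested. Social form and colony origin cannot be told apart, because the polygyne pools shared their colonies and the M_BB pool came from others, and library preparation had no replicate.

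Odorant receptor genes were lower in M_BB than genes of similar expression when set against P_BB. This held against lists matched on expression and length (percentile 0.01). It also held for the 136 receptor genes with few shared reads (median log2 ratio -0.18) and under the looser limit tried first (-0.14 for 175 genes). Those values argue against gene length and shared reads as the cause. Of the receptor genes, 59.3% lay below the median of all genes. A receptor median below that of all genes already requires most of them to lie there. The share therefore restates the shift and does not test whether a few members caused it. The shift was small, and the share of all counts taken by receptor genes was highest in M_BB, where the most abundant genes took less. A lower receptor level with social form, a different mix of antennal cells and a difference between colonies or preparations stay open and were not tested, and the hypothesis that receptor expression may differ with social form rests on a single library per class.

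Of the 63 genes of the study's lists that were tested, 7 were not on the stated side. Shared reads may explain XLOC_034528 and SINVm1_gene_10899, whose posterior SD was above the counting SD in at least 1 library, against 2 of the 56 genes on the stated side. With posterior mean counts, however, the shares on the stated side were still 88% for genotype and 89.5% for social form. SINVm1_gene_10899, named after its values were seen, was listed as higher in monogyne workers and had 130 normalized counts in P_Bb, 72.8 in P_BB and 43.4 in M_BB.

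An ID spelled SiOR463 also occurs in the count tables, apart from XLOC_016888, with 6 counts in P_Bb, 8 in P_BB and 11 in M_BB. Whether both stand for the same receptor was not tested, and the ID was named after its values were seen.

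In the authors' deposited table, 17 genes were called with P_Bb apart. That is lower than the number by genotype quoted from the study above. The 58 genes called with M_BB apart were more than the study's 43 by social form. The study's numbers came from replicated libraries amplified with another kit, so these numbers are not like for like. SiOBP12 was at least 8.03-fold higher in P_Bb than the floor of 3 counts with the P_Bb count taken as exact, and the exact 95% interval of the ratio was 5.95 to 218. A lower bound under the fold quoted from the study above shows no shortfall, and the interval does not exclude that fold. The normalized count of SiOBP12 was 22.6 in P_Bb, and the mean of the SB/SB libraries was 0.917. That mean rested on 1 count in each SB/SB library.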
